# The transcriptional cortical response to daily torpor in *Phodopus sungorus*

**DOI:** 10.26508/lsa.202603677

**Published:** 2026-07-29

**Authors:** Lukas C Bal, Marcel S Woo, Nicola Rothammer, Elena Haugg, Christina Mayer, Annika Herwig, Manuel A Friese

## Abstract

Torpor is an essential evolutionary strategy that allows mammals to conserve resources under extreme environmental conditions. Although the hypothalamus is a key regulator of systemic acclimatisation to energy scarcity and reduced temperature, it remains unclear how the cortex, with its high metabolic demand, endures this state. Here, we performed RNA sequencing on neuronal and non-neuronal nuclei isolated from the cortex of Djungarian hamsters (*Phodopus sungorus*) across different seasonal and metabolic states. We found that non-neuronal cells primarily adjust during the seasonal transition from a summer to winter phenotype, with differential expression of genes linked to circadian rhythm. In contrast, cortical neurons exhibited major transcriptional changes during daily torpor, marked by increased expression of RNA catabolic pathways. Finally, comparison with published hypothalamic datasets revealed distinct transcriptional programmes between the cortex and hypothalamus. Together, these findings highlight cell type– and region-specific transcriptional changes that preserve CNS integrity during metabolic depression.

## Abstract (precis)

Using nuclei RNA-seq from Djungarian hamster cortex across seasonal and metabolic states, we show non-neuronal cells adapt seasonally through circadian genes, whereas neurons reprogramme during torpor, enriching RNA catabolism and revealing transcriptional divergence from hypothalamus during metabolic depression.

## Introduction

Torpor is an evolutionarily conserved strategy used by endothermic mammals to survive extreme environmental conditions. Based on thermoregulatory properties, animals can generally be divided into ectotherms and endotherms, which differ in their ability to maintain body temperature within a narrow physiological range. Among endotherms, heterothermic species exhibit pronounced temporal reductions in metabolic rate and body temperature, water loss, and other physiological functions, a state referred to as torpor (Rezende & Bacigalupe, 2015). Depending on its duration and seasonal occurrence, torpor can be classified either as daily torpor or as hibernation. Seasonal hibernators typically undergo prolonged bouts of torpor, typically associated with low body temperature, that are periodically interrupted by brief normothermic interbout arousals. In contrast, animals displaying daily torpor reduce metabolic rate and body temperature for shorter periods, usually lasting only several hours, and to a lesser extent (Melvin & Andrews, 2009; Geiser, 2013; Andrews, 2019). In general, in circannual hibernators torpor follows a two-switch model: the first switch involves the transition from the summer to the winter phenotype, thereby preparing the organism for the second switch, namely, the induction of torpor. This process is accompanied by systemic metabolic acclimatisations, including characteristic changes in metabolite composition (Serkova et al, 2007).

One species that exhibits daily torpor is the Djungarian hamster (*Phodopus sungorus*). During this hypometabolic state, body temperature transiently decreases by ∼10–20°C for several hours before returning to normothermic levels during arousal. The development of the winter phenotype is associated with a broad range of physiological and morphological acclimatisations and is primarily regulated by photoperiod-dependent changes in nocturnal melatonin secretion from the pineal gland (Steinlechner & Heldmaier, 1982). The adaptive process involves a substantial decline of food intake and body weight, regression of reproductive organs, and moulting to a white winter fur, and takes ∼12 wk to be largely completed (Scherbarth & Steinlechner, 2010; Cubuk et al, 2016). Once body weight and reproduction have been readjusted to winter state, the animals start to spontaneously show bouts of daily torpor as an additional energy-saving strategy. Daily torpor occurs without any obvious acute energetic challenge, that is, with food and water ad libitum and even under thermoneutral conditions (Figala et al, 1973; Heldmaier & Steinlechner, 1981). Animals spontaneously enter torpor for several hours during the light phase (resting phase), markedly reducing metabolism (80%) and body temperature (>15°C), and then return to normothermia and activity during the night (Figala et al, 1973; Heldmaier et al, 2004; Haugg et al, 2021). Torpor frequency varies between individuals; median incidence equates to 2–3 torpor bouts per week (Haugg et al, 2021). The suprachiasmatic nucleus (SCN), the central circadian pacemaker, relays photic information about day to regulate the timing of torpor onset (Körtner & Geiser, 2000; Ishida, 2009). This principle can be exploited in the Djungarian hamster (*Phodopus sungorus*) to induce a winter phenotype with regular torpor episodes by shifting the day–night cycle from 16:8 h light:dark to 8:16 h light:dark for several months (Scherbarth & Steinlechner, 2010; Haugg et al, 2021). Gene expression analyses in the hypothalamus during torpor have revealed differential expression of genes involved in hormone synthesis, including type 2 iodothyronine deiodinase and fibroblast growth factor 21 (Cubuk et al, 2017). More generally, both transcription and protein synthesis are markedly reduced during torpor (van Breukelen & Martin, 2002; Diaz et al, 2004). In the thirteen-lined ground squirrel (*Ictidomys tridecemlineatus*), this suppression is achieved independently of ambient temperature through hyperphosphorylation of eukaryotic initiation factor 2 alpha (Frerichs et al, 1998). However, it remains unclear how neurons in distinct brain regions adapt during torpor.

Previous studies have compared transcriptomic changes across different brain regions and seasonal states, revealing distinct region-specific regulatory patterns, for example, between the cortex and the hypothalamus (Schwartz et al, 2013). However, the bulk transcriptomic approaches used in these studies cannot resolve gene regulation at the level of specific cell types within complex brain tissue. Addressing this heterogeneity requires cell type–specific profiling, which can be achieved by isolating nuclei and separating neuronal from non-neuronal populations using NeuN-based sorting, followed by sequencing (Kulkarni et al, 2019; Tzec-Interián et al, 2025). This approach enables a more focused analysis of neuronal transcriptional responses.

In this study, we set out to investigate the neuronal stress responses to metabolic and temperature challenges by examining cortical neurons of Djungarian hamsters during torpor. Unlike hypothalamic nuclei, the cortex is not directly involved in initiating systemic metabolic changes, yet it is nonetheless exposed to metabolic depression (Jastroch et al, 2016). Insights from neuropathological conditions such as stroke show that acute metabolic shortage can rapidly lead to neuronal death (Saver, 2006; Kuriakose & Xiao, 2020). Understanding how neurons withstand a programmed metabolic depression during torpor may therefore uncover conserved protective mechanisms against metabolic depression. To address this, we combined nuclei isolation, NeuN-based sorting, and sequencing to generate separate neuronal and non-neuronal transcriptomes from cortical tissue across different torpor states. This approach allowed us to identify neuron-specific transcriptional differences because of daily torpor, contrast them with non-neuronal seasonal responses, and compare our findings with hypothalamic transcriptomic datasets. Our results reveal a neuronal induction of RNA catabolic pathways during torpor and highlight a profound divergence between cortical and hypothalamic transcriptional regulation.

## Results

### Isolation of nuclei from the cortices of the Djungarian hamsters

To compare neuronal states and responses to torpor, we collected cortical samples from hamsters in the summer phenotype (long photoperiod normothermia, LP-N) and in the winter phenotype, either on a day without torpor or during torpor (short photoperiod normothermia, SP-N; short photoperiod torpor, SP-T) (Fig 1A). We isolated nuclei from the cortical samples and subsequently separated neuronal from non-neuronal nuclei using fluorescence-activated cell sorting with propidium iodide staining and a fluorophore-labelled NeuN antibody (Fig 1B).

**Figure 1.**
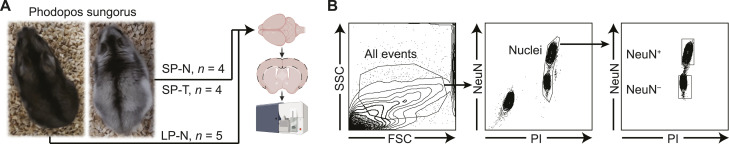
Experimental workflow for isolating neuronal and non-neuronal nuclei. **(A)** Schematic of the experimental design showing *Phodopus sungorus* in summer and winter phenotypes, preparation of the cortical tissue, and subsequent isolation of nuclei. A dashed line indicates the anatomical landmark at which the dissection was performed to isolate the entire isocortical tissue. Neuronal and non-neuronal nuclei were separated by flow cytometric sorting. **(B)** Representative flow cytometry plots of cortical nuclei stained with PI and the neuron-specific nuclear protein NeuN. PI, propidium iodide.

### Enrichment of neuronal transcripts in NeuN-positive nuclei

We next performed bulk RNA sequencing on NeuN-positive (NeuN^+^) and NeuN-negative (NeuN^−^) nuclei to compare transcriptional responses between neuronal and non-neuronal populations. 

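mRNA of sorted cortical nuclei was sequenced in 26 libraries, 13 from NeuN+ nuclei (NeuN is a nuclear protein of neurons) and 13 from NeuN- nuclei, which come from glia and other non-neuronal cells. Each fraction held 5 libraries of LP-N, 4 of SP-N and 4 of SP-T hamsters, and each of the 13 animals gave 1 library per fraction. LP animals were kept with 16 h of light per day and SP animals with 8 h. The authors aligned the paired-end hamster reads to the mouse genome with STAR and deposited the number of fragments counted on the exons of each mouse gene by featureCounts 1.5.1, without normalization. The header of the count table names the Ensembl release 79 annotation of GRCm38 and no strand option. Strand was therefore not used to tell apart overlapping genes on opposite strands, although the library kit keeps strand. Because hamster reads were placed on mouse genes, a gene that differs more between the species can lose reads, and levels are compared between groups for the same gene only. Of 43629 annotated genes, 16061 had a count in at least 1 library.

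In NeuN+ nuclei, the total count per library ranged from 2022755 to 2325748 in LP-N (median 2081158), from 2014108 to 2246445 in SP-N (median 2207566) and from 2049855 to 2305000 in SP-T (median 2197406.5). In NeuN- nuclei, the range was 1679633 to 2058792 in LP-N (median 1976635), 2010233 to 2143489 in SP-N (median 2059861.5) and 1820699 to 2174834 in SP-T (median 2055127.5). Between 11159 and 12567 genes per library had a count. For the comparisons, counts were normalized with edgeR's TMM method, genes with low counts were removed with filterByExpr, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied. A DEG had an FDR under 0.05 and at least a 2-fold change, the thresholds the paper gives. The files list genes by Ensembl identifier and do not pair these with gene names.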

We also aimed to characterise neuronal transcriptional profiles between seasonal and metabolic states. Differential expression analysis between NeuN^+^ and NeuN^−^ nuclei in LP-N, SP-N, and SP-T revealed numerous differentially expressed genes (DEGs), consistent with the well-established transcriptional distinction between neuronal and non-neuronal populations (Fig. 2A–C; Zeisel et al, 2018; Tran et al, 2021). 

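In LP-N, 8329 genes were tested between NeuN+ and NeuN- nuclei, of which 5376 had an FDR under 0.05 and 3421 of these changed at least 2-fold. In SP-N, 5364 of 8435 tested genes passed the FDR threshold and 3341 were DEGs. In SP-T, 5371 of 8461 passed it and 3460 were DEGs. Among all tested genes, the libraries of the 2 fractions did not overlap for 51.2% in LP-N, 57.7% in SP-N and 58.3% in SP-T, whereas random grouping separates 0.794% of genes with 5 against 5 libraries and 2.86% with 4 against 4. The 3 states used separate animals, and 2453 genes were DEGs in all of them, each with the same direction in the 3 states. The alternative that lowered the counts most was testing only genes with a mean count of at least 50, which left 4973 genes and 1943 DEGs in LP-N, 5000 genes and 1860 DEGs in SP-N, and 5007 genes and 1954 DEGs in SP-T.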

We observed a well-balanced distribution of genes showing increased and decreased expression when comparing NeuN^+^ and NeuN^−^ nuclei across metabolic states (LP-N, SP-N, and SP-T) (Fig 2D).

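Of the DEGs in LP-N, 1813 were higher and 1608 lower in NeuN+ than in NeuN- nuclei. In SP-N, 1695 were higher and 1646 lower, and in SP-T 1692 were higher and 1768 lower. Without the fold minimum, 2663 genes were higher and 2713 lower in LP-N, 2618 and 2746 in SP-N, and 2625 and 2746 in SP-T. Among all tested genes, the median log2 fold change was -0.02 in LP-N, -0.03 in SP-N and -0.04 in SP-T. TMM normalization assumes that most genes do not change and draws this median towards no change, so it cannot decide on the balance. Normalization with DESeq2 size factors in place of TMM gave 1830 higher and 1597 lower DEGs in LP-N, 1702 and 1634 in SP-N, and 1693 and 1767 in SP-T.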

**Figure 2.**
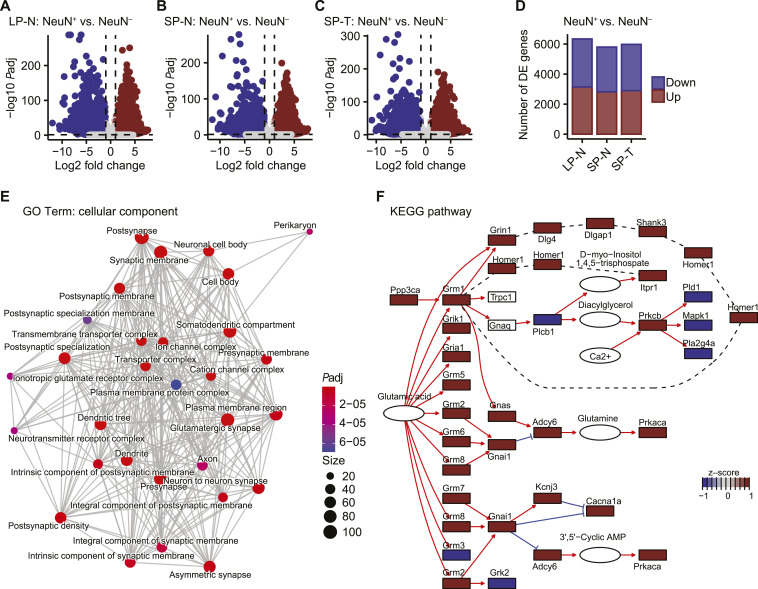
Enrichment of neuronal transcripts in NeuN^+^ nuclei. **(A, B, C)** Volcano plots of DEGs comparing NeuN^+^ and NeuN^−^ nuclei in (A) LP-N, (B) SP-N, and (C) SP-T. **(D)** Number of DEGs detected across metabolic states in NeuN^+^ and NeuN^−^ populations, separated by up- and down-regulation. **(E)** GO enrichment analysis of genes with increased expression in NeuN^+^ nuclei, showing overrepresented cellular component terms. **(F)** KEGG pathway analysis highlighting glutamatergic signalling, with contributing genes colour-coded by the Z-score. LP-N, *n* = 5; SP-N and SP-T, *n* = 4. LP-N, long photoperiod normothermia; SP-N, short photoperiod normothermia; SP-T, short photoperiod torpor.

To validate the separation of neuronal and non-neuronal nuclei, we performed gene ontology (GO) enrichment analysis on DEGs identified in the NeuN^+^ population. This analysis revealed significant enrichment of neuron-specific pathways and cellular components, including “neuronal cell body,” “glutamatergic synapse,” and “postsynaptic density” (Fig 2E), confirming the successful isolation of neuronal nuclei. To further probe the functional identity of the NeuN^+^ transcriptome, we conducted KEGG pathway analysis (Kanehisa et al, 2017). Given that glutamate is the principal excitatory neurotransmitter in the mammalian brain, we focused on genes associated with glutamatergic signalling— a hallmark of neuronal function. This analysis revealed significant enrichment of multiple genes involved in this pathway, further supporting the neuronal identity of the NeuN^+^ population (Fig 2F). Furthermore, we used a publicly available dataset (Cahoy et al, 2008) to generate neuronal, astrocytic, and oligodendroglial signatures and performed gene set enrichment analysis (GSEA) using genes differentially expressed between the NeuN^+^ and NeuN^−^ fractions. Neuronal signatures showed strong positive enrichment, whereas astrocytic and oligodendroglial signatures were negatively enriched in the NeuN^+^ fraction, corresponding to their enrichment in the NeuN^−^ fraction (Fig S1).

**Figure S1.**
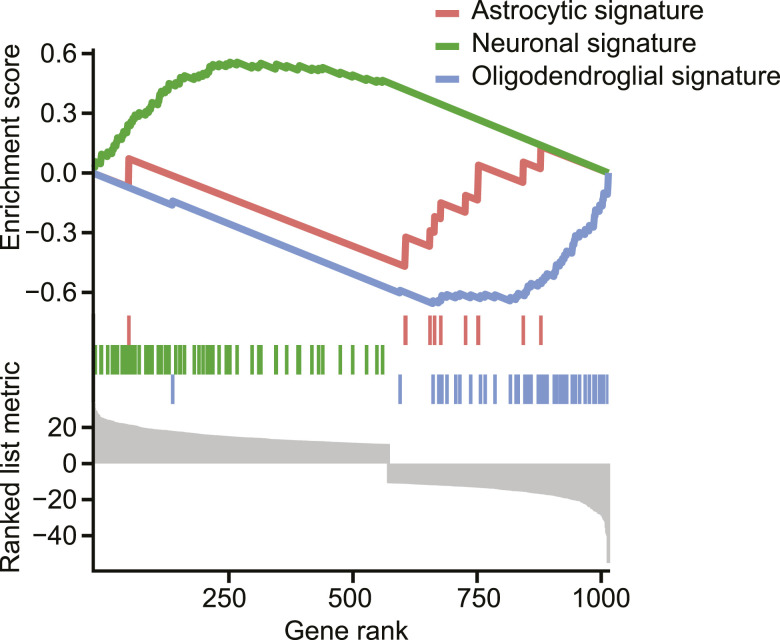
Neuronal gene signatures are enriched in isolated neuronal nuclei. GSEA testing astrocytic, neuronal, and oligodendroglial signatures in genes differentially expressed between isolated NeuN^+^ and NeuN^−^ nuclei. Gene signatures were obtained from Cahoy et al (2008).

In summary, these findings demonstrate a robust enrichment of neuron-specific transcripts in NeuN^+^ nuclei and confirm the effectiveness of our approach in separating neuronal from non-neuronal cell populations in Djungarian hamster cortices.

### Neuronal transcriptional response only occurs in SP-T

After confirming the successful enrichment of neuronal transcripts, we next investigated transcriptional differences across metabolic states. We compared neuronal transcriptomes between SP-N, LP-N, and SP-T, identifying significant sets of DEGs (Fig 3A–C). 

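The 13 libraries of NeuN+ nuclei were compared in one fit over 8413 genes, with a coefficient of biological variation of 15.3%. Between SP-N and LP-N, edgeR's quasi-likelihood test found 0 DEGs. DESeq2 and limma-voom with sample weights also found 0. At an unadjusted p under 0.05, edgeR listed 491 genes, DESeq2 545 and limma-voom 562. Without the low-count filter the count rose to 38, of which 36 were lower in SP-N, and it fell to 14 when LP-N replicate 5 was also left out. With the filter, 1 DEG appeared when the SP-T library of 2204287 counts was left out. Counts were also simulated from these libraries with 200 genes changed 1.5 or 2.5 on the log2 scale. At the sample size of this comparison, 93.5% of the changed genes were called. Changes nearer to 2-fold or smaller were not simulated, so this share does not speak for them.

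Both genes with an FDR under 0.05 rose by less than 2-fold in SP-N, and they are named here after their values were seen. ENSMUSG00000038665 lies on chromosome 6 of GRCm38 from 36846022 to 37300184 on the minus strand. Its TMM-normalized CPM (counts scaled to library size) were 60.5 ± 3.40 (SD, n = 5) in LP-N and 110.6 ± 12.4 (SD, n = 4) in SP-N, a log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.000692 from edgeR's quasi-likelihood test), with every SP-N library above every LP-N library. Over 21 other settings its adjusted p ranged from 8.66e-09 to 0.398, the highest when edgeR fitted all 26 libraries together. ENSMUSG00000032010 lies on chromosome 9 from 44067021 to 44095627 on the plus strand. Its CPM were 94.2 ± 11.7 (SD, n = 5) in LP-N and 156.7 ± 18.4 (SD, n = 4) in SP-N, a log2 fold change of 0.73 (standard error 0.12, adjusted p = 0.00762 from edgeR), again with no overlap between the states. Its adjusted p ranged from 1.24e-06 to 0.0883 over the other settings. It was 0.0883, 0.0512 and 0.0647 without the SP-N libraries of 2194881, 2220251 and 2014108 counts. In SP-T against LP-N, which shares the LP-N libraries, the log2 fold changes of the 2 genes were 1.08 (standard error 0.12, adjusted p = 4.40e-07 from edgeR) and 1.42 (standard error 0.12, adjusted p = 5.44e-09 from edgeR), with every SP-T library above every LP-N library. In NeuN+ nuclei of SP-T against SP-N, the log2 fold changes were 0.21 (adjusted p = 0.244 from edgeR) and 0.69 (adjusted p = 0.000429 from edgeR). The second gene thus rose further in torpor. In NeuN- nuclei of SP-N against LP-N, the log2 fold changes of the 2 genes were -0.23 (adjusted p = 0.870 from edgeR) and 0.46 (adjusted p = 0.0296 from edgeR). Of 100 splits of the libraries into groups of these sizes, 10 gave at least as many genes past the FDR threshold as the real one.

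Against SP-N, SP-T libraries had 258 DEGs, 82 higher and 176 lower, and 1404 genes passed the FDR threshold alone, 664 higher and 740 lower (727 and 715 with DESeq2). Against LP-N, they had 435 DEGs, 121 higher and 314 lower, with 2248 genes past the FDR threshold, 1083 higher and 1165 lower (1103 and 1060 with DESeq2). Among all tested genes, SP-T and SP-N libraries did not overlap for 21.8%, where random grouping separates 2.86% of genes. With genes of a mean count of at least 50 only, 81 and 137 DEGs were counted against SP-N and LP-N. TMM normalization sets each value relative to its library, so a fall of most RNA in torpor would not show in these directions. The same limit holds for torpor in NeuN- nuclei and for the CPM of single genes.

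**Figure D1:**
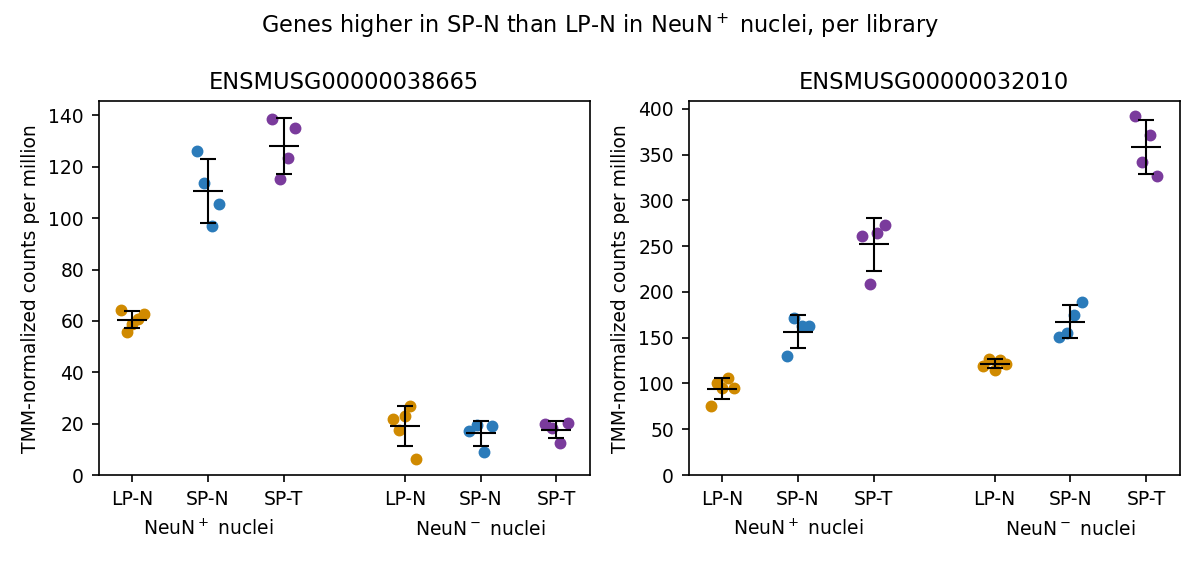
TMM-normalized CPM of ENSMUSG00000038665 and ENSMUSG00000032010 in each library, by state and fraction; horizontal marks are means and error bars 1 SD. The mean of the first gene in NeuN+ nuclei was 60.5 in LP-N and 110.6 in SP-N, and that of the second 94.2 and 156.7.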

Notably, we detected no significant transcriptional changes between SP-N and LP-N in neurons, whereas both groups showed numerous DEGs when compared to SP-T.

**Figure 3.**
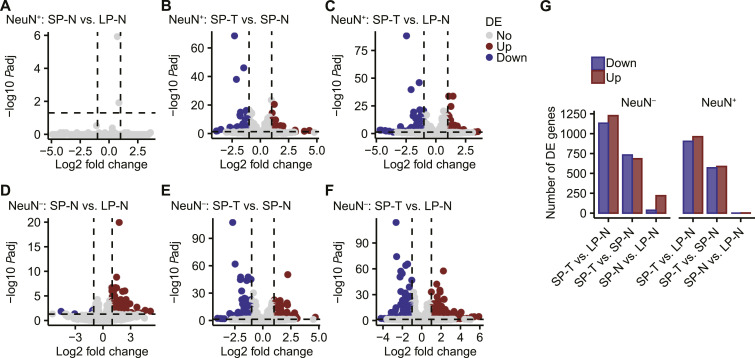
Neuronal transcriptional response only occurs in SP-T. **(A, B, C)** Volcano plots of DEGs in NeuN^+^ nuclei comparing (A) SP-N versus LP-N, (B) SP-T versus SP-N, and (C) SP-T versus LP-N. **(D, E, F)** Volcano plots of DEGs in NeuN^−^ nuclei for the same comparisons: (D) SP-N versus LP-N, (E) SP-T versus SP-N, and (F) SP-T versus LP-N. **(G)** Summary of DEG counts across conditions in NeuN^+^ and NeuN^−^ populations, with colours indicating the direction of regulation. LP-N, *n* = 5; SP-N and SP-T, *n* = 4. LP-N, long photoperiod normothermia; SP-N, short photoperiod normothermia; SP-T, short photoperiod torpor.

We then analysed the non-neuronal population across the same seasonal and metabolic states (Fig 3D–F). 

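In NeuN- nuclei, 8621 genes were tested over 13 libraries, and the coefficient of biological variation was 20.8%. Between SP-N and LP-N, 103 DEGs were found, 100 higher and 3 lower in SP-N, and 154 genes had an FDR under 0.05. Among all tested genes, the libraries of the 2 states did not overlap for 4.10%, where random grouping separates 1.59% of genes. This count depended on single libraries. It was 31 without LP-N replicate 3, 37 without replicate 4 and 41 without replicate 5, and it was 24 and 17 without the SP-N libraries of 2017851 and 2101872 total counts. Over all 13 libraries left out in turn, it ranged from 17 to 136. SP-T had 316 DEGs against SP-N, 138 higher and 178 lower, and 695 against LP-N, 422 higher and 273 lower. On FDR alone, these numbers were 1102 (496 higher and 606 lower) and 2044 (1059 and 985). The first principal component of NeuN- nuclei put the LP-N libraries between -21.9 and -7.65, the SP-N libraries between -1.04 and 9.35 and the SP-T libraries between 4.03 and 23.5.

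**Figure D2:**
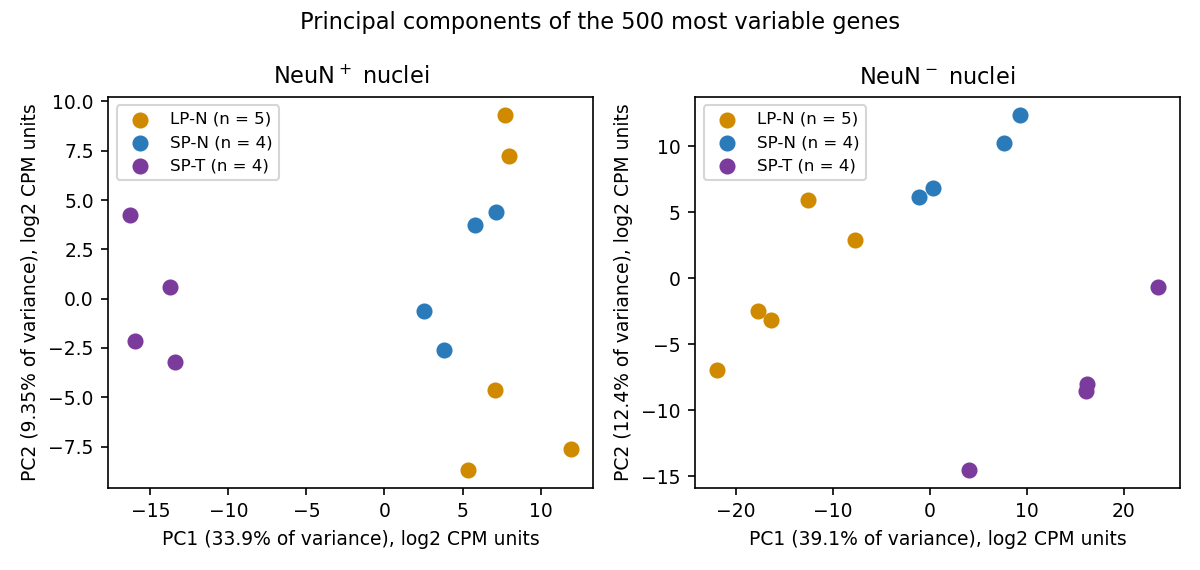
First 2 principal components of log2 CPM of the 500 most variable genes in each fraction, 1 point per library, coloured by state. The first component of NeuN+ nuclei held 33.9% of the variance and the SP-T libraries lay between -16.3 and -13.4, all other libraries between 2.56 and 11.9; in NeuN- nuclei it held 39.1% and LP-N lay apart from both SP groups.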

Again, the fewest DEGs were detected between SP-N and LP-N. However, unlike neurons, some transcriptional differences were present between these two conditions in the non-neuronal population. 

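The torpor response (SP-T against SP-N) was compared between the fractions over the 7599 genes tested in both. Of these, 438 had an FDR under 0.05 in each fraction, where 180.7 would be shared if the calls were independent (they share animals, which can raise the overlap), and 435 of the 438 changed in the same direction. With the 2-fold minimum, 53 genes were DEGs in both. Fitted apart, NeuN+ nuclei had more torpor genes past the FDR threshold than NeuN- nuclei and fewer past both thresholds. With all 26 libraries in one edgeR fit, chosen after the data were seen, 975 genes passed the FDR threshold in NeuN+ and 1323 in NeuN- nuclei.

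**Figure D3:**
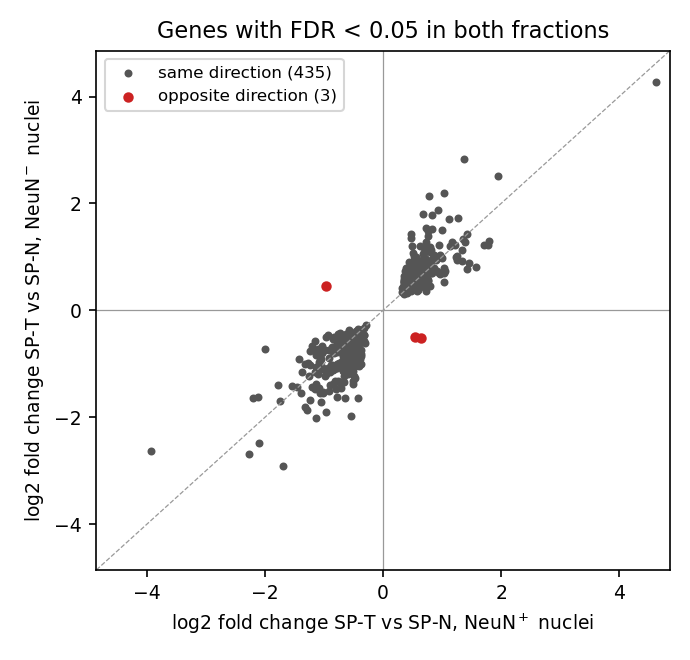
log2 fold change between SP-T and SP-N in NeuN+ nuclei (horizontal axis) and NeuN- nuclei (vertical axis) for the 438 genes with an FDR under 0.05 in both fractions, 1 point per gene; the dashed line marks equal change. The 3 genes in red changed in opposite directions.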

To summarise, we quantified the number of genes showing increased and decreased expression in both neuronal and non-neuronal populations across seasonal and metabolic states (Fig 3G).

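Whether the fractions differed in their response was tested directly in one fit of all 26 libraries over 9540 genes. The seasonal change (SP-N against LP-N) differed between NeuN- and NeuN+ nuclei for 3 genes at an FDR under 0.05, all with the higher change in NeuN- nuclei, and the torpor change (SP-T against SP-N) for 80 genes. The seasonal number rested on single NeuN- libraries. It was 1 without the SP-N library of 2017851 counts, 35 without that of 2143489 counts, 30 without LP-N replicate 2, and 19 and 20 without the SP-T libraries of 1820699 and 2174834 counts. The torpor number was 52 without the SP-N NeuN+ library of 2014108 counts. DESeq2 called 35 and 173 genes in the same tests. With the animal as a block, edgeR called 22 and 125. Of the seasonal DEGs of NeuN- nuclei, 67 were also tested in NeuN+ nuclei. There, 40 of the 67 moved in the same direction, the median log2 change in that direction was 0.06 in NeuN+ and 1.32 in NeuN- nuclei, and 12 had an unadjusted p under 0.05, where 3.35 would have one with no effect and independent fractions. Both fractions come from the same animals, so variation between animals can add to this number. From the many DEGs in SP-T and the absence of DEGs between SP-N and LP-N in neurons, the paper proposes that acute metabolic challenge acts more strongly on neuronal expression than season does.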

In conclusion, our results suggest that transcriptional differences in cortical neurons are specifically induced under SP-T conditions, supporting the hypothesis that acute metabolic challenges exert a stronger effect on neuronal gene expression in the cortex than the seasonal transition from a summer to winter phenotype.

### Non-neuronal cells show regulation in circadian rhythm and metabolism

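Ranked by p in edgeR's quasi-likelihood test, all of the 20 leading genes of NeuN- nuclei were higher in SP-N than in LP-N. The same count was 20 with DESeq2 and with limma-voom, and between 17 and 20 with single libraries left out. Among genes with an FDR under 0.05, log2 fold changes reached from -1.16 to 3.57, and the median absolute value over the DEGs was 1.52.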

To further examine transcriptional changes in non-neuronal populations, we compared LP-N and SP-N samples and visualised the top 20 significantly DEGs (Fig 4A). Among these were key circadian regulators, including *Dbp*, *Per2*, and *Cry2* (Price et al, 1998; Griffin et al, 1999; Ueda et al, 2005; Yoshitane et al, 2019; Patke et al, 2020). GO-term enrichment analysis revealed significant overrepresentation of biological processes related to circadian rhythm and metabolism (Fig 4B). The circular gene–pathway network plot further illustrated functional clustering of DEGs within categories such as circadian rhythm, rhythmic processes, ion transport, and stem cell proliferation (Fig 4C). Although all samples were collected at the same zeitgeber time (ZT) to minimise circadian influences, we observed robust photoperiod-dependent transcriptional changes, consistent with previous reports (Johnston et al, 2005), suggesting that the seasonal transition from a summer to winter phenotype in non-neuronal cells involves reprogramming of circadian and metabolic pathways.

**Figure 4.**
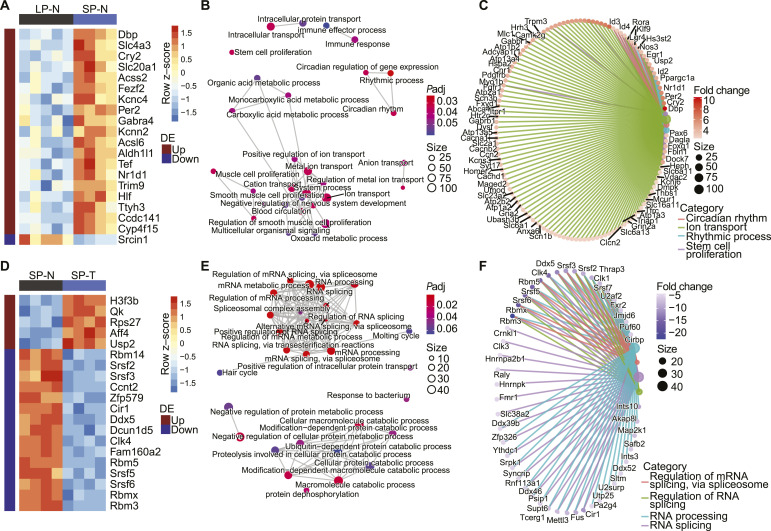
Non-neuronal cells show regulation in circadian rhythm and metabolism. **(A)** Top 20 DEGs in NeuN^−^ nuclei comparing LP-N and SP-N, with bars indicating up- or down-regulation. **(B)** GO enrichment analysis showing overrepresented biological processes among DEGs from (A). **(C)** Circular gene–pathway network plot illustrating functional clustering of DEGs of (A). **(D)** Top 20 DEGs in NeuN^−^ nuclei comparing SP-T and SP-N, with bars indicating up- or down-regulation. **(E)** GO enrichment analysis of DEGs from (D). **(F)** Circular gene–pathway network plot illustrating functional clustering of DEGs from (D). LP-N, *n* = 5; SP-N and SP-T, *n* = 4. LP-N, long photoperiod normothermia; SP-N, short photoperiod normothermia; SP-T, short photoperiod torpor.

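Of the 20 genes of NeuN- nuclei with the smallest p between SP-T and SP-N, 5 were higher and the others lower in torpor. DESeq2 ranked 6 higher genes among its leading 20. With single libraries left out the number ranged from 3, without the SP-N library of 2010233 counts, to 7, without the SP-T library of 2174834 counts. The largest changes past the FDR threshold were a log2 fold change of 4.27 upwards and of -2.91 downwards, with a median absolute value of 1.28 over the DEGs.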

We next examined transcriptional changes associated with the shift from normothermia to hypothermia within the short photoperiod (SP) group (Fig 4D). Notably, we observed differential expression of genes involved in alternative splicing, including *Srsf2*, *Srsf3*, *Srsf5*, and *Srsf6* (Busch & Hertel, 2012; Zheng et al, 2020); and key regulators of RNA stability and metabolism, such as *Ddx5* and *Qk* (Beuck et al, 2012; Xing et al, 2019; Chen et al, 2021). GO-term enrichment analysis confirmed overrepresentation of pathways related to RNA processing, RNA splicing, and macromolecule catabolism (Fig 4E). The corresponding circular gene–pathway network plot showed clustering of top DEGs within categories such as regulation of mRNA splicing via the spliceosome, RNA processing, and RNA splicing (Fig 4F).

In summary, our data indicate that in non-neuronal cells, the summer-to-winter transition primarily affects circadian and metabolic regulation, whereas the normothermia-to-hypothermia transition predominantly impacts RNA metabolism and processing.

### Genes associated with RNA catabolism showed increased expression during torpor

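In NeuN+ nuclei, 3 of the 20 genes with the smallest p between SP-T and SP-N were higher in torpor, and 3 with DESeq2. Left-out libraries moved this number between 2 and 5, the highest value being reached without the SP-T library of 2190526 counts or that of 2204287 counts. The DEGs with the smallest p were both lower in torpor. ENSMUSG00000031167 lies on chromosome X of GRCm38 from 8138975 to 8145880 on the minus strand. Its TMM-normalized CPM were 366.9 ± 34.1 (SD, n = 4) in SP-N and 75.8 ± 10.3 (SD, n = 4) in SP-T, a log2 fold change of -2.27 (standard error 0.12, adjusted p = 3.12e-13 from edgeR's quasi-likelihood test). In NeuN- nuclei it was -2.69 (standard error 0.12, adjusted p = 7.46e-12 from edgeR). ENSMUSG00000020385 lies on chromosome 11 from 51261730 to 51281766 on the plus strand. It fell from 1062.5 ± 42.6 (SD, n = 4) to 384.8 ± 10.7 (SD, n = 4) CPM, a log2 fold change of -1.46 (standard error 0.10, adjusted p = 5.00e-11 from edgeR), with a log2 fold change of -1.44 in NeuN- nuclei (adjusted p = 3.02e-08 from edgeR). Over 21 other settings the log2 fold change of the first gene in NeuN+ nuclei stayed between -2.33 and -2.19, and that of the second between -1.49 and -1.44. Against LP-N, SP-T had log2 fold changes of -2.46 and -1.41 for the 2 genes in NeuN+ nuclei.

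**Figure D4:**
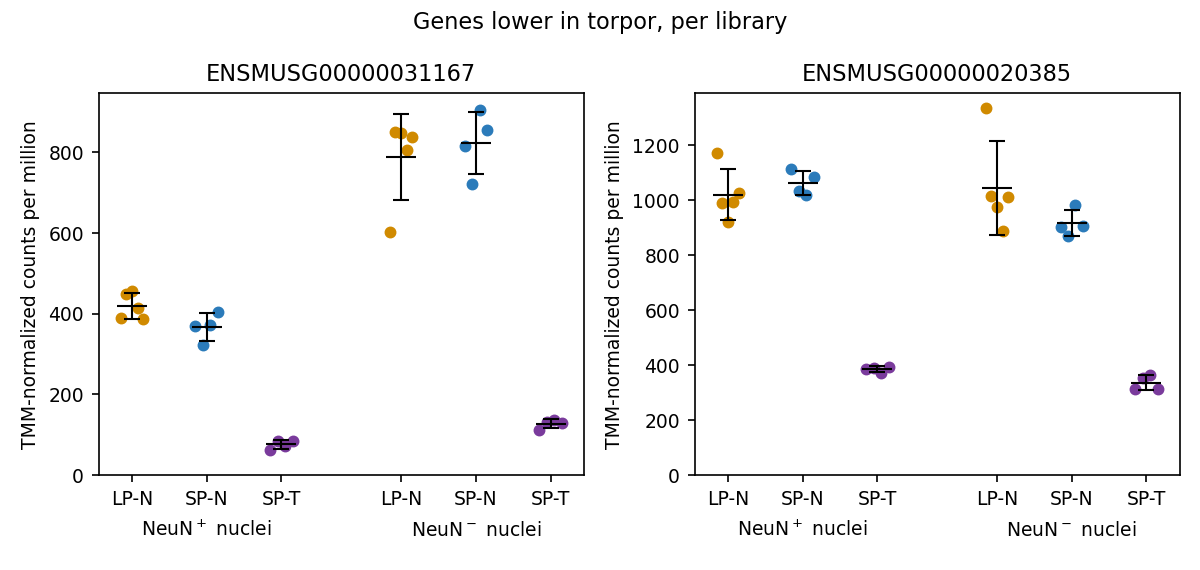
TMM-normalized CPM of ENSMUSG00000031167 and ENSMUSG00000020385 in each library, by state and fraction; horizontal marks are means and error bars 1 SD. The means of SP-T in NeuN+ nuclei were 75.8 and 384.8, and every SP-T library lay under every SP-N and LP-N library of its fraction.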

We next compared DEGs in neurons between SP-N and SP-T, focusing on the top 20 genes (Fig 5A). Among these, *Dhx9*, a multifunctional RNA helicase involved in transcriptional regulation, splicing, and genome stability, showed increased expression during torpor (Fuller-Pace, 2006; Aktaş et al, 2017). In contrast, *Rbmx*, a key RNA-binding protein implicated in neuronal-specific splicing and chromatin-associated RNA regulation, exhibited decreased gene expression (Nasim et al, 2003; Heinrich et al, 2009; Elliott et al, 2019). GO-term enrichment analysis of the category “biological process” revealed significant regulation of categories such as “RNA catabolic process,” “regulation of RNA splicing,” and “chromosome organisation” (Fig 5B). To further illustrate the functional context of these DEGs, we generated a circular gene–pathway network plot for the term “biological process,” highlighting gene contributions to specific functional categories (Fig 5C). A corresponding analysis was conducted for the term “cellular component,” showing spatial associations of the same gene set (Fig 5D). Comparing enrichment analyses between NeuN^−^ and NeuN^+^ populations revealed only a few enriched terms in NeuN^−^ cells, but numerous significant categories in NeuN^+^ neurons (Fig 5E and F). Notably, NeuN^+^ cells consistently showed enrichment of pathways related to RNA catabolism.

**Figure 5.**
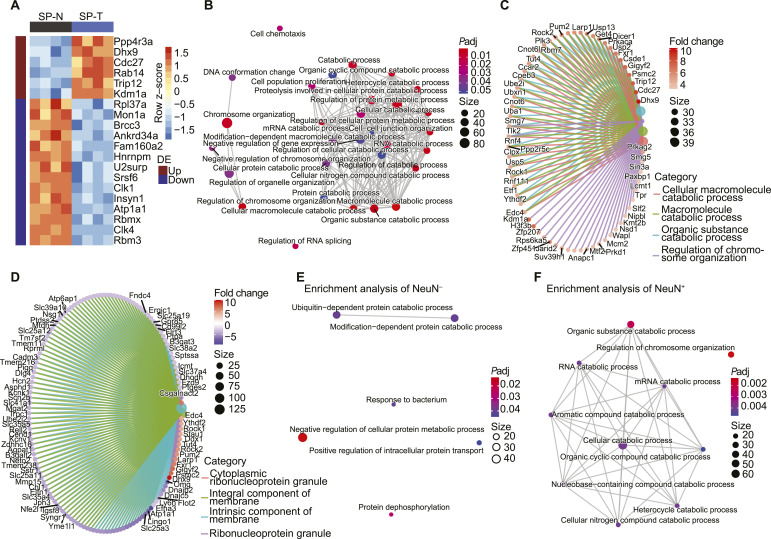
Genes associated with RNA catabolism showed increased expression during torpor. **(A)** Top 20 DEGs in NeuN^+^ nuclei comparing SP-T and SP-N, with bars indicating up- or down-regulation. **(B)** GO enrichment analysis of DEGs from (A) in the category “biological process.” **(C)** Circular gene–pathway network plot of DEGs from (A) within the category “biological process.” **(D)** Circular gene–pathway network plot of DEGs from (A) within the category “cellular component.” **(E, F)** GO enrichment analysis of DEGs in the category “biological process” in (E) NeuN^−^ nuclei and (F) NeuN^+^ nuclei. All groups, *n* = 4. SP-T, short photoperiod torpor; SP-N, short photoperiod normothermia.

Together, these findings indicate that normothermia-to-hypothermia transition induces transcriptional changes in neurons characterised by increased expression of genes involved in RNA catabolism.

### The cortical response to torpor strongly differs from the hypothalamus

Finally, we compared our cortical transcriptional responses with those previously reported in the hypothalamus. We reanalysed a published RNA-sequencing dataset examining hypothalamic gene expression between long photoperiod (LP) and SP conditions (Bao et al, 2019). GO enrichment analysis of DEGs from that study revealed strong regulation of terms associated with hormone secretion and endocrine processes. This is consistent with the role of the hypothalamus as a central regulator of hormonal output and systemic acclimatisation such as metabolic down-regulation during torpor (Fig 6A).

**Figure 6.**
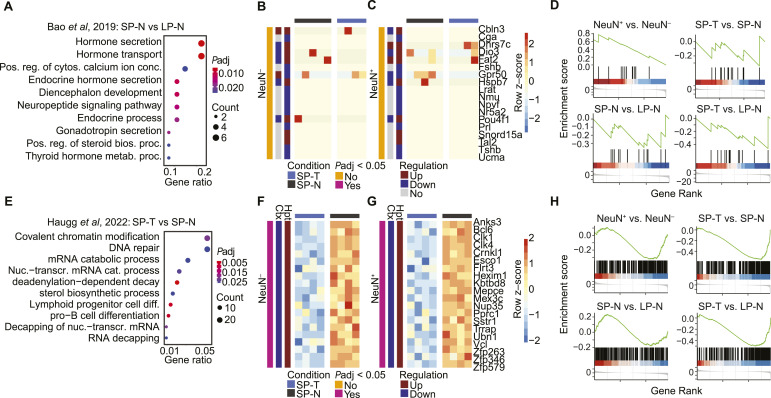
Cortical response to torpor strongly differs from the hypothalamus. **(A)** GO enrichment analysis of hypothalamic DEGs reported by Bao et al (2019). **(B, C)** Expression of the top hypothalamic genes reported by Bao et al (2019), examined in the cortical dataset for (B) NeuN^+^ and (C) NeuN^−^ nuclei. Bars indicate the direction and significance of regulation. **(D)** GSEA testing cortical DEGs against hypothalamic gene sets from Bao et al (2019). **(E)** GO enrichment analysis of hypothalamic DEGs comparing SP-T and SP-N, reported by Haugg et al (2022). **(F, G)** Expression of the top differentially expressed hypothalamic genes reported by Haugg et al (2022), examined in the cortical dataset for (F) NeuN^+^ and (G) NeuN^−^ nuclei. Bars indicate the direction and significance of regulation. **(H)** GSEA testing cortical DEGs against hypothalamic gene sets from Haugg et al (2022).

When we examined the expression of the top DEGs from the Bao et al study in our cortical data (SP-T versus SP-N), none were significantly altered in either NeuN^+^ or NeuN^−^ populations (Fig 6B and C). GSEA likewise showed no significant overlap with hypothalamic gene sets (Fig 6D).

We also incorporated a second dataset comparing hypothalamic transcriptomes between SP-T and SP-N (Haugg et al, 2022). Reanalysis of these DEGs revealed significant enrichment of pathways related to chromatin modification, mRNA catabolism, and other RNA-associated processes (Fig 6E). Comparing these hypothalamic DEGs with our NeuN^+^ and NeuN^−^ populations revealed that many of the same genes were differentially expressed, but changes were consistently inverted; however, the direction of change was consistently inverted, as genes up-regulated in the hypothalamus during SP-T were down-regulated in the cortex (Fig 6F and G). This opposite regulation was also evident in GSEA, which showed strong de-enrichment when comparing, for example, “SP-T versus SP-N″ contrasts between our dataset and the hypothalamic data (Fig 6H).

Together, comparison with publicly available datasets demonstrates that transcriptional regulation during torpor in the cortex differs markedly from that in the hypothalamus.

## Discussion

In this study, we identified distinct transcriptional regulation in cortical neuronal and non-neuronal cells depending on seasonal and metabolic states. Cortical neurons altered their transcriptional profile only under torpid conditions (SP-T), but not during the seasonal transition (SP-N versus LP-N). This suggests that cortical neurons are less involved in the seasonal transition itself, which is primarily controlled by the hypothalamus, and instead respond predominantly to acute metabolic and temperature-related challenges. In contrast, the non-neuronal population, inducing astrocytes, oligodendrocytes, and microglia, exhibited pronounced seasonal transcriptional reprogramming.

As described above, the transition from the summer to the winter phenotype represents the first step of the two-switch model and enables the subsequent induction of transient torpor (Serkova et al, 2007; Melvin & Andrews, 2009). Torpor itself likely constitutes a substantial metabolic challenge for cortical neurons, as neuronal integrity critically depends on stable energy homeostasis. The pronounced transcriptional response observed in non-neuronal cells during the transition from LP-N to SP-N may therefore indicate that these cells contribute to establishing a metabolic environment that supports neuronal resilience during the transient hypometabolic state of torpor. This interpretation is consistent with the well-established supportive functions of glial cells (Allen & Eroglu, 2017; Bonvento & Bolaños, 2021; Cserép et al, 2021; Pease-Raissi & Chan, 2021; Hu & Tao, 2024; Ngoc et al, 2025).

Examination of the top DEGs in NeuN^–^cells between LP-N and SP-N revealed several notable candidates associated with circadian regulation and metabolic adjustment. Among these were core circadian regulators *Dbp*, *Per2*, *Cry2*, and *Nr1d1*, all of which are closely linked to circadian rhythmicity and photoperiodic acclimatisation (Price et al, 1998; Griffin et al, 1999; Preitner et al, 2002; Ueda et al, 2005; Yoshitane et al, 2019; Patke et al, 2020). Although circadian rhythmicity is generally considered to be primarily driven by SCN neurons, the astrocyte-specific expression of the core clock gene *Cry1* has been shown to autonomously initiate and sustain complex circadian behaviour in mice, highlighting the importance of circadian gene expression in glial cells (Brancaccio et al, 2019). Interestingly, previous studies demonstrated that down-regulation of *Nr1d1* in astrocytes reduced neuronal survival in co-cultured motor neurons (Killoy et al, 2022), whereas deletion of *Nr1d1* in microglia induced a pro-inflammatory phenotype associated with impaired neuronal health (Griffin et al, 2019). Together, these findings are consistent with a potentially supportive role of the observed *Nr1d1* induction in non-neuronal cells during seasonal reprogramming.

In addition to circadian pathways, the observed transcriptional changes also pointed to alterations in metabolic regulation. Notably, we observed induction of *Acsl6*, a gene essential for enrichment of the neuroprotective omega-3 fatty acid docosahexaenoic acid in the brain. Loss of *Acsl6* has been associated with altered metabolism, impaired motor function, and increased astrogliosis and microglial activation, suggesting an important role of *Acsl6*-mediated lipid metabolism in maintaining neuronal homeostasis and neurological health (Fernandez et al, 2018). We also identified *Acss2* as a gene with increased expression in non-neuronal cells. *Acss2* is known to play an important role in metabolic regulation (El-Kurjieh et al, 2025). Interestingly, a previous study demonstrated a neuroprotective effect of *Acss2* in the context of neurodegenerative disease through maintenance of histone acetylation and regulation of neuronal gene expression, although the work focused primarily on neurons rather than glial cells (Pourshafie et al, 2026). Therefore, these findings suggest that non-neuronal cells undergo seasonal reprogramming characterised by induction of genes that may contribute to maintaining neuronal integrity during the metabolic challenge of daily torpor.

In contrast to the seasonal changes observed in non-neuronal cells, cortical neurons exhibited prominent transcriptional regulation specifically during torpor. In particular, we identified differential regulation of pathways associated with RNA metabolism and RNA catabolism. Because RNA and protein syntheses are highly energy-demanding cellular processes, these changes may reflect adjustments to the hypometabolic state. However, the functional consequences of these transcriptional changes remain unclear. Our data therefore primarily demonstrate that cortical neurons undergo pronounced regulation of RNA-associated processes during torpor. Although these transcriptional changes may be reversible, additional experiments including sampling during or immediately after arousal would be required to determine the reversibility and temporal dynamics of these RNA-associated processes.

Similar mechanisms have been described in other hibernating species. For example, in the CNS of the thirteen-lined ground squirrel (*Ictidomys tridecemlineatus*), protein synthesis is markedly suppressed during hibernation through increased phosphorylation of eukaryotic initiation factor 2α and modulation of mammalian target of rapamycin signalling (Frerichs et al, 1998). Another study in the same species demonstrated widespread, temperature-sensitive A-to-I RNA editing in the brain during torpor, predominantly targeting double-stranded RNA structures formed by repetitive elements. Editing frequencies progressively increase throughout the torpor bout and return to baseline upon arousal, reflecting a reversible and dynamic regulation of RNA metabolism. This mechanism is thought to prevent the accumulation of dsRNA that could otherwise activate maladaptive innate immune responses (Riemondy et al, 2018). Similarly, a transcriptome-wide analysis in thirteen-lined ground squirrels demonstrated dynamic regulation of RNA stability and alternative splicing during torpor–arousal cycles (Fu et al, 2021). The authors showed that changes in transcript abundance during torpor are partly explained by differences in RNA stability, highlighting the importance of post-transcriptional regulation during hypometabolism. As an additional example of post-transcriptional control, they also identified pronounced regulation of miRNA precursor transcripts during hibernation. Together, these findings suggest that regulation of RNA metabolism and protein synthesis is an evolutionarily conserved strategy to preserve neuronal integrity during hypometabolic states.

Furthermore, we observed striking differences between the transcriptional changes in the cortex and those previously reported in the hypothalamus. We reanalysed a publicly available RNA-sequencing dataset from Bao et al (2019), which compared hypothalamic gene expression between LP-N and SP-N. When examining the expression of the top DEGs from this dataset in our cortical dataset, we observed limited overlap. This limited concordance may reflect differences in experimental design. They compared only seasonal states (LP-N versus SP-N), whereas our study in addition compared the normothermia-to-hypothermia transition within the SP condition (SP-N versus SP-T). Furthermore, their dataset derives from bulk hypothalamic tissue, whereas our analysis was performed in cell type–specific cortical populations. Most importantly, these findings highlight distinct transcriptional responses in the hypothalamus and cortex during seasonal adaptation and torpor.

These findings are consistent with earlier work by Schwartz and colleagues, who performed bulk RNA sequencing of the cerebral cortex and hypothalamus across different stages of the hibernation cycle in thirteen-lined ground squirrels (*Ictidomys tridecemlineatus*). Although more than 90% of the overall mRNA repertoire was shared between the two brain regions, only ∼20% of the DEGs overlapped, indicating highly region-specific transcriptional responses during hibernation (Schwartz et al, 2013). This regional specialisation is consistent with the distinct functional roles of these brain regions. The hypothalamus acts as a central regulator of seasonal acclimatisations and torpor, whereas the cortex appears to play a more passive role. In *Phodopus sungorus*, the onset of torpor season is triggered by short-day photoperiods. Light information is transmitted via the retinohypothalamic tract to the SCN, the master circadian clock, and further processed by hypothalamic nuclei such as the paraventricular and dorsomedial hypothalamus. These structures integrate environmental cues and orchestrate pleiotropic metabolic and thermoregulatory adjustments (van Esseveldt et al, 2000; Cedernaes et al, 2019). In contrast, the cortex does not directly participate in the initiation of torpor. Our aim was therefore not to investigate the induction of torpor, but rather to understand how cortical neurons survive periods of metabolic depression and low temperature.

These findings are particularly relevant for the development of new therapeutic strategies for human diseases, as metabolic depression and altered energy availability in the central nervous system are observed in many neurological disorders (Wilson et al, 2023; Woo et al, 2024; Yuan et al, 2025). For example, in stroke, the most common cause for neurological disabilities and mortality, the supply of oxygen and nutrients is interrupted because of vessel occlusion (Hilkens et al, 2024). Neurons are known to undergo translational arrest during acute ischaemia, resembling aspects of our observations during torpor (Kleihues & Hossmann, 1971; Hu & Wieloch, 1993; DeGracia, 2017). However, after reperfusion, neurons in vulnerable brain regions often fail to restore translational capacity, ultimately leading to delayed neuronal death (Jamison et al, 2008). Moreover, dysregulated RNA metabolism is a hallmark of several neurodegenerative disorders, underscoring the importance of tightly regulated RNA homeostasis for neuronal survival (Liu et al, 2017). These observations highlight subtle but important differences between programmed and pathological energy shortage. Understanding how cortical neurons temporarily switch to an alternative mode of RNA metabolism during torpor may therefore provide valuable insights into protective mechanisms that could be leveraged for novel neuroprotective strategies.

In this study, we employed neuronal nuclei sorting followed by bulk RNA sequencing, which enabled us to distinguish between neuronal and non-neuronal populations. However, bulk sequencing inherently limits resolution, preventing the discrimination of different neuronal subtypes or glial cells. A promising next step would be to use single-nucleus RNA sequencing, which could provide a more granular view of transcriptional responses (Poulin et al, 2016; Ofengeim et al, 2017). Moreover, although we identified differential gene expression in specific pathways in neurons during torpor, the upstream mechanisms driving these changes remain unclear. Investigating epigenetic regulation, for example, by ChIP-seq to assess transcription factor binding or histone modifications, could shed light on these mechanisms (Rotem et al, 2015; Ma & Zhang, 2020). In addition, post-transcriptional regulation is likely to play an important role. In the Rickett’s big-footed bat (*Myotis ricketti*), hibernation is accompanied by dramatic changes in the brain miRNA profile (Yuan et al, 2015). Studying miRNA-mRNA networks in the Djungarian hamster may therefore provide important insights into how transcriptional and RNA metabolic changes are controlled, because the crucial role of miRNAs in regulating cellular responses in both healthy and disease contexts is well established (McNeill & Van Vactor, 2012; Gebert & MacRae, 2019; Winkler et al, 2023).

In summary, our findings reveal that cortical neurons employ reversible reprogramming of RNA metabolism to withstand metabolic depression during torpor, whereas glial cells provide long-term seasonal support. This strategy is distinct from the transcriptional programmes observed in the hypothalamus, underscoring region-specific mechanisms of survival. Elucidating these protective pathways may not only advance our understanding of torpor biology but also open new avenues for therapies aimed at enhancing neuronal resilience in human disease.

## Materials and Methods

### Animals

Djungarian hamsters (*Phodopus sungorus*) were bred and raised at the Institute of Molecular Endocrinology and Physiology at Ulm University. Until adulthood, animals were single-housed in Makrolon type III cages at Ta 20 ± 1 under LP conditions (16:8 h light:dark), with food (Altromin hamster breeding diet 7014) and water provided ad libitum. At the age of 17 ± 3 wk, five animals remained in LP and eight animals were transferred to SP (8:16 h light:dark). Initial body weight was 36.4 ± 6,8 g. After 12 ± 1 wk in SP and a body weight reduction to 25.6 ± 2 g, hamsters were implanted intraperitoneally with a radio transmitter (DSI) for continuous monitoring of body temperature. Animals were anaesthetised using isoflurane (2.5% and 1 ml min–1 for induction, 0.75–2.0% and 0.4 ml min–1 for maintenance), and analgesia was provided by carprofen (Rimadyl, 5 g kg–1 animal). Body mass, coat care, posture, and behaviour were monitored daily for seven days until recovery. Experimental and surgical procedures were approved by the local animal welfare authorities (Regional Council Tübingen, licence 1411). A total of 13 male and female animals were used. Animal euthanasia was synchronised to ZT0 and ZT4, where ZT0 corresponds to the onset of the photophase and ZT4 to 4 h after photophase onset. Five animals (3 males and 2 females) were sampled at ZT4 in LP conditions with a terminal body mass of 33.8 ± 3.4 g. Eight animals were sampled after 16 ± 2 wk in SP with a terminal body mass of 26.7 ± 1.6 g. Of the eight SP-adapted animals, four (3 males and 1 female) were culled during torpor at ZT4 (Tb 24.6 ± 1°C), and four (2 males and 2 females) were in a normothermic state on a day without torpor at the same ZT (Tb 35.3 ± 0.3°C). 

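Counts on genes of the mouse Y chromosome were summed per library as a check of the sexes. Of 1569 annotated Y genes, 14 had a count, and 3 of them held 95.2% of the Y-linked counts. The libraries fell apart on this measure, with at least 377 counts in 14 libraries and at most 7 in the others. In LP-N, 3 of 5 libraries of each fraction had Y-linked counts, between 525 and 530 in NeuN+ and between 768 and 804 in NeuN- nuclei. In SP-T it was 3 of 4 in each fraction, with 573 to 648 counts in NeuN+ and 811 to 1018 in NeuN- nuclei. In SP-N it was 1 of 4 in each fraction, with 377 counts in NeuN+ and 885 in NeuN- nuclei.

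**Figure D5:**
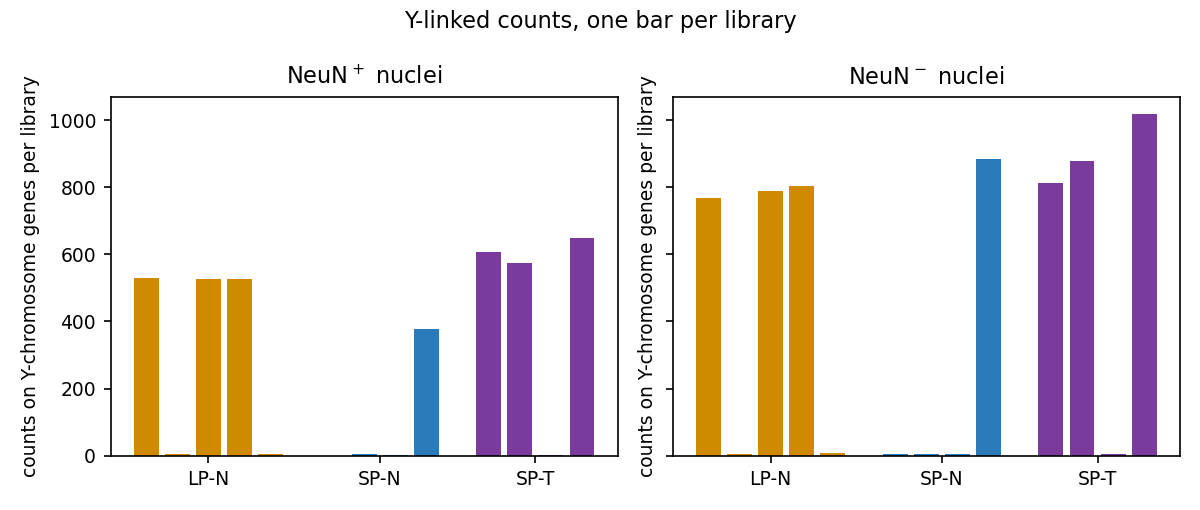
Counts on Y-chromosome genes, 1 bar per library, by state and fraction. Tall bars number 3 of 5 in LP-N, 1 of 4 in SP-N and 3 of 4 in SP-T in both fractions.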

Animals were culled using CO2 and perfused immediately with ice-cold PBS; whole brains were dissected. For further analysis, we isolated the isocortex, comprising all six cortical layers. This comprised the entire isocortex from both hemispheres and across the whole brain. Dissection excluded other regions, including the olfactory cortex, hippocampus, thalamus, hypothalamus, and brainstem. The tissue was snap-frozen on dry ice and stored at −80°C until further processing. Transcriptome data from the hypothalamus of 12 individuals from this study have previously been published (Haugg et al, 2022).

### Isolation of neuronal nuclei

Frozen cortices, including both hemispheres from each animal, were thawed on ice. The tissue was transferred to 2 ml of EZ buffer (catalogue no. NUC101; Sigma-Aldrich) and dissociated using a glass tissue grinder. EZ buffer is a cell lysis buffer designed to gently disrupt cellular membranes while preserving intact nuclei. After a 5-min incubation on ice, the homogenate was centrifuged (500*g*, 5 min, 4°C). The pellet was washed once in 2 ml EZ buffer, followed by two washes in nuclei incubation buffer (340 mM sucrose, 2 mM MgCl_2_, 25 mM KCl, 65 mM glycerophosphate, 5% glycerol, 1 mM EDTA, 1% bovine serum albumin) (Rothammer et al, 2022).

### Flow cytometric sorting of neuronal nuclei from the cortex

Nuclei were filtered through a 30-μm mesh, followed by staining with AF647-labelled NeuN antibody (1:500, Ab190565; Abcam) and 0.25  μg ml^−1^ propidium iodide (421301; BioLegend) as a DNA counterstain. Staining was performed on ice for approximately 10–20 min. NeuN+ nuclei were sorted using a BD FACSAria III cell sorter (BD Biosciences). Sorted nuclei were collected directly into tubes pre-filled with RLT buffer and maintained at 4°C during sorting. After sorting, samples were kept on ice until all samples had been processed.

### RNA isolation

RNA was isolated by lysing samples in RLT buffer (RNeasy Mini Kit, Qiagen) supplemented with β-mercaptoethanol (1:100) and homogenised using QIAshredder columns (Qiagen). RNA was purified from the flow-through using silica membrane spin columns (RNeasy Mini Kit) according to the manufacturer’s protocol. The RNA was eluted in 30 μl RNase-free H_2_O. NanoPhotometer N60 (Implen) was used for measuring RNA concentration and verifying RNA purity. Afterwards, RNA was stored at −80°C.

### Bulk RNA sequencing

RNA-sequencing libraries were prepared using the TruSeq stranded mRNA Library Prep Kit (Illumina) according to the manufacturer’s instructions. Libraries were pooled and sequenced on a NovaSeq 6000 sequencer (Illumina) generating 50-bp paired-end reads. Reads were aligned to the Ensembl mouse reference genome (GRCm39) using STAR v.2.4 with default parameters, as previously applied to transcriptomic studies in the Djungarian hamster. Differential expression analysis was performed with DESeq2 (v.3.12), identifying DEGs as those showing ≥ twofold change with a false discovery rate–adjusted *P* < 0.05. Overlaps with annotated gene loci were counted using featureCounts v.1.5.1. Gene lists were annotated with biomaRt (v.4.0), and GSEA was conducted using clusterProfiler. Circular gene–pathway network visualisations were generated using the emapplot and cnetplot functions from the clusterProfiler package with default settings. The emapplot analysis included the 30 most significant GO terms; cnetplot visualisations were generated using the four most significantly regulated GO terms (Xu et al, 2024).

## Supplementary Material

Reviewer comments

## Data Availability

RNA-sequencing data have been deposited in the Gene Expression Omnibus repository (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE320478. All the remaining data are included in the article or are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

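RNA of nuclei sorted from the cortex of Djungarian hamsters was measured in 26 libraries, from NeuN+ and NeuN- nuclei of animals in LP-N (5 libraries per fraction), SP-N (4) and SP-T (4). All animals in the table were sampled at ZT4. The paper states that the deposited reads were aligned to the mouse genome GRCm39 with STAR, whereas the header of the count table names the GRCm38 annotation of Ensembl release 79; which build the alignments used is not settled. The deposited values are counts of fragments on exons per mouse gene, made by the authors with featureCounts 1.5.1 as paired fragments without a strand option, in one run over the 26 alignments and without normalization or pooling of replicates. The table also holds the exon length of each gene as deposited by the authors, which was used in a check of length bias. Sample columns of LP-N were matched to the labels by state, fraction and replicate number. Columns of SP-N and SP-T carry codes other than the labels' replicate numbers, so that each was assigned to its group only and is named here by its total count. The name of each column holds a code that 1 column of each fraction shares, and the paper's Methods have nuclei sorted from the cortex of each animal, so the columns with one code were taken as the 2 libraries of an animal. All 13 animals had the same Y-linked status in both fractions. Deviations from the group means, over 9535 genes that are not independent replicates, had correlations between the 2 libraries of an animal of 0.0437 to 0.143 in LP-N, 0.0619 to 0.0951 in SP-N and 0.0703 to 0.124 in SP-T. Between libraries of different animals, these were -0.0705 to 0.0425, -0.0475 to 0.0132 and -0.0682 to 0.0046.

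Total counts per library lay between 1679633 and 2325748, with a median of 2073647. No 2 libraries of a group were repeats of one another: the chi-square statistic of their counts per degree of freedom, over genes with at least 20 counts in the pair, was 3.01 or more for every pair, where sampling noise alone gives about 1. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment). A gene was called a DEG at an FDR under 0.05 and an absolute log2 fold change of at least 1, as in the paper, and the number with an FDR under 0.05 alone was counted beside it. NeuN+ and NeuN- nuclei were compared within each state, in a fit of that state's libraries. States were compared within each fraction, in one fit of its 13 libraries. Differences of the seasonal and the torpor effect between fractions were tested as interactions over all 26 libraries in 6 groups, at an FDR under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of edgeR's F statistic.

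The tests and the alternatives were fixed before the data were examined: DESeq2 size factors, no low-count filter, a mean count of at least 50, DESeq2 1.42.0 in place of edgeR (the paper's tool), limma-voom (limma 3.58.1) with sample weights, a test against a 1.2-fold change, no fold minimum, the animal as a block in comparisons of the fractions and in the interactions, a fit of only the states compared, and each library left out in turn. After the data were seen, fits of all 26 libraries together and a fit with Y-linked counts as a covariate were added. Each comparison was tested on simulated data with 200 genes changed by 1.5 or 2.5 on the log2 scale. These data used the real means and library sizes and edgeR's trended dispersion in place of each gene's own, so unusually variable genes were not represented. In the simulation of SP-N against LP-N, edgeR called 185 of the 200 changed genes in NeuN- nuclei (8620 genes tested) and 187 in NeuN+ nuclei (8403 tested), with 2 and 7 calls among unchanged genes. For SP-T against SP-N it called 185 in NeuN- (8532 tested) and 191 in NeuN+ nuclei (8404 tested). For the interaction of the torpor effect, it called 156 of 200, with 15 calls among unchanged genes, over 9313 genes. For each comparison the libraries were also regrouped into other splits of the same sizes, at most 100 drawn with a fixed seed. For the interactions, both libraries of an animal were moved together. Between the fractions, splits that exchange the 2 libraries within animals were also fitted.

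The genes to be named were to be those the paper's text and figures name and, in each comparison of states, the 3 higher and 3 lower DEGs with the smallest p, with values in the paper's figures seen beforehand. The files do not pair the gene identifiers with names, so the genes the paper names, hand-written gene lists, GO, KEGG, Reactome and cell-type gene sets, the comparison with the hypothalamus and the circadian genes were not analysed here. At most 2 identifiers that rose and 2 that fell are printed. Those that fell are the leading DEGs by p of SP-T against SP-N in NeuN+ nuclei, and those that rose were chosen after their values were seen. Principal components were computed on log2 CPM of the 500 most variable genes without Y-chromosome genes. A library was counted as having Y-linked counts above 100.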

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

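The tests on LP-N replicate 5, on gene length, on enrichment in LP-N and on an exchange of all labels, the interaction splits and the fits of all 26 libraries were chosen after the results were seen; the counts over other splits of the state comparisons and the share of NeuN+-enriched genes in SP-T were planned. Of 60 groups of libraries examined for a single library far from the others, 10 gave one, where chance gives about 3.

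Among NeuN+ libraries of LP-N, replicate 5 had 12567 genes with a count, above all other libraries of the group. It held 548 genes seen in no other library, where other libraries held 18 to 75, and 242.2 mitochondrial CPM, the highest of its group. Depth does not explain this, since its total of 2081158 counts lay among those of the other LP-N libraries of the fraction. Many of the 548 are near the limit of detection, 233 having a single count. Admixture of NeuN- nuclei was tested on genes chosen without the NeuN- libraries. Of the 719 genes seen in this library and in no other NeuN+ library, 23.8% had a count in a NeuN- library, where the same share was 42.3% to 56.9% for each of the other NeuN+ libraries. Among those with at least 3 counts, it was 64 of 259. Nuclei of the NeuN- sort would bring genes that NeuN- libraries hold, so they are excluded as the source of most of the 719 genes. Genes at least 8-fold higher in NeuN- nuclei had a median log2 deviation of 0.10 in this library, against -0.13 to 0.08 in the other LP-N libraries, so that a small admixture beside another source stays open. RNA from a source outside the sorted nuclei remains open. The 548 genes carried 1791 counts, 0.0861% of the library, and without gene names no source can be named or excluded. The design gives no biological explanation for a single replicate, and none was tested. Without the low-count filter, the 38 DEGs between SP-N and LP-N in NeuN+ nuclei fell to 14 when this library was left out, and were 39 to 45 when another LP-N library was left out, so reads of this library are a candidate source of most of them. With the filter, the count was 0 with and without it.

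Replicate 1 of LP-N NeuN- nuclei had the lowest total of its group, 1679633 counts. It also had the highest value of its group for ENSMUSG00000020385, 1336 CPM, and the lowest for ENSMUSG00000031167, 601.7. It belongs to neither group of SP-T against SP-N, but it enters the gene filter, the normalization and the spread of that fit. Without it, 8561 genes were tested in NeuN- nuclei, against 8621 with it. The DEGs of SP-T against SP-N numbered 316 both ways, and the genes past the FDR threshold 1221 without it and 1102 with it. No technical or biological explanation of its values was tested.

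Y-linked CPM stood apart in SP-N, where a single library of each fraction was high (187.2 in NeuN+ and 412.9 in NeuN- nuclei), and in SP-T, where a single library of each fraction was low (1.46 and 1.84). Such steps are what animals of different sex give, and sex is a difference the paper's design names. An exchange of the SP-T and SP-N labels would reverse the direction of the torpor DEGs and create none, so it is no cause of their number. The paper's numbers of males are 3 in SP-T and 2 in SP-N, and libraries with Y-linked counts numbered 3 and 1. The labels as given are off this record by 1 animal, in SP-N, and exchanged labels would be off by 3, in both groups, so an exchange of all labels is excluded as far as the record holds. Whether a single label or record is wrong was not tested.

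The seasonal effect differed between the fractions for 3 genes by a test of the difference itself. With the animal as a block, 22 genes differed. Of 100 splits that kept both libraries of an animal together, 4 gave a count as large, the real one included, and the largest was 9, so chance can be excluded at a share under 0.05 but the margin is small. With the block, 2 of 100 were as large, the real one included, and the other of them gave 32 genes. Splits that regroup each fraction apart, and so break the animals, gave counts of up to 22. The count was 1 without the SP-N NeuN- library of 2017851 counts, 30 without LP-N NeuN- replicate 2, 19 and 20 without the SP-T NeuN- libraries of 1820699 and 2174834 counts, and 35 without the SP-N NeuN- library of 2143489 counts. More neuronal RNA in the NeuN- sort of SP-N animals was weighed as a technical source of the higher genes in NeuN- nuclei. Enrichment was measured between the fractions at an FDR under 0.05 and at least 2-fold. In SP-T, 11.0% of the 91 higher DEGs with a value were NeuN+-enriched, against 16.5% of all tested genes. The NeuN- libraries of SP-T hold the same rise, which itself moves these genes away from NeuN+ enrichment, so this share decides nothing. In LP-N, before the rise, 22 of the 75 higher DEGs with a value were NeuN+-enriched, 29.3% against 18.1% of all tested genes. LP-N is the reference of the seasonal comparison, and low NeuN- values there by chance raise this share. With all 26 libraries in one fit, the share in SP-T was 22.4% against 19.8% with edgeR and 24.3% against 12.8% with DESeq2, and with DESeq2 fitted per fraction it was 15.7% against 14.2%. The 212 genes at least 8-fold higher in NeuN+ nuclei of SP-T rose by a median of 0.11 (log2) in NeuN- nuclei of SP-N, where 144 of them were higher, and the median of the other genes was -0.01. For the 259 genes at least 8-fold higher in NeuN+ nuclei of LP-N, the median was 0.285 and 204 were higher. Low NeuN- values of LP-N by chance can raise this median too. Neuronal RNA mixed into the NeuN- sort can raise a gene by no more than its ratio between NeuN+ and NeuN- nuclei. For 43 of the higher DEGs, the upper 95% limit of this ratio in LP-N was under 2, so neuronal RNA is excluded as the source of their 2-fold rise. The other 57, among them the 22, had a limit not under 2 or no value in LP-N. Neuronal RNA that raised a gene with a ratio under 8 by 2-fold would raise genes at least 8-fold higher in NeuN+ nuclei no less. This holds if it has the mix of the NeuN+ sort. Their medians of 0.11 and 0.285 are under 2-fold, which argues against it as the whole source for such genes among the 57. How many these are was not counted. For those with a higher or unknown ratio, and for a part of the rise, neuronal RNA stays open. A list of neuronal marker genes could not be tested. A response of non-neuronal cells to season stays open as a hypothesis, as does a shift between non-neuronal cell types, which was not tested.

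The torpor effect differed between the fractions for 80 genes, 41 of them with the higher change in NeuN- nuclei. With the animal as a block, 125 genes differed. Of the 35 splits that keep both libraries of an animal together, 1 gave a count as large, the real one, so chance can be excluded; the largest other count was 1. Splits that regroup each fraction apart break the animals and gave counts of up to 974, and were not used. Without the SP-N NeuN+ library of 2014108 counts, 52 genes were left. Of the 75 genes tested in both fractions, 35 were called in NeuN- nuclei only, 28 in NeuN+ nuclei only and 12 in both. Gene length is excluded as the whole cause of the torpor DEGs: after the trend of fold change with length was taken off, 223 of 258 DEGs in NeuN+ and 302 of 316 in NeuN- nuclei stayed past 2-fold. Different responses of neurons and other cells may underlie the difference, and a change in the mix of cell types within a fraction was not tested.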

How the results depend on the processing

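The fits of all 26 libraries together, the fit with Y-linked counts and the splits that exchange libraries within animals were chosen after the results were seen. Normalization with DESeq2 size factors and a fit of only the states compared kept every count of genes, for the comparisons they were run on, within 1.5 times of the reported one.

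Without a fold minimum, the counts were 5376, 5364 and 5371 between NeuN+ and NeuN- nuclei in LP-N, SP-N and SP-T. For SP-N against LP-N, SP-T against SP-N and SP-T against LP-N they were 2, 1404 and 2248 in NeuN+ nuclei, and 1102 and 2044 for the last 2 comparisons in NeuN- nuclei, where the seasonal count of 154 stayed within 1.5 times. A test against a 1.2-fold change gave 1, 509 and 1171 in NeuN+ and 49, 541 and 1282 in NeuN- nuclei. With a mean count of at least 50, fewer genes were tested and the DEG counts were 1943, 1860 and 1954 between the fractions in LP-N, SP-N and SP-T, 81 and 137 for SP-T against SP-N and LP-N in NeuN+ nuclei, and 59, 140 and 314 in NeuN- nuclei. On FDR alone, this filter gave 3577 in LP-N and 3566 in SP-N between the fractions, and 99 for season in NeuN- nuclei. Without the low-count filter, the seasonal DEGs were 38 in NeuN+ and 164 in NeuN- nuclei, those past the FDR threshold 51 and 306, and the genes with a different seasonal effect 117. For the interaction tests, DESeq2 gave 35 genes (season) and 173 (torpor), and limma-voom 17 and 133; the cause was not tested.

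Of the alternatives added after the data were seen, fitting all 26 libraries together left 1 seasonal gene past the FDR threshold in NeuN+ nuclei with edgeR and gave 255 in NeuN- nuclei with DESeq2. Y-linked counts as a covariate left 35 seasonal DEGs in NeuN- nuclei and 57 genes past the FDR threshold. Run on the comparisons of states only, it kept their other DEG and FDR counts within 1.5 times, while the higher genes among the leading 20 of SP-T against SP-N in NeuN- nuclei went from 5 to 3.

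With single libraries left out, the DEG counts between the fractions ranged from 3504 to 3570 in LP-N, 3419 to 3521 in SP-N and 3582 to 3624 in SP-T, and those past the FDR threshold from 5244 to 5453, 5198 to 5382 and 5255 to 5423. In NeuN+ nuclei, the DEG counts ranged from 0 to 1 (SP-N against LP-N), 222 to 282 (SP-T against SP-N) and 349 to 507 (SP-T against LP-N), and on FDR alone from 1 to 3, 984 to 1552 and 1849 to 2357. The single seasonal DEG appeared without the SP-T library of 2204287 counts, and 1 gene past the FDR threshold was left without the SP-N libraries of 2194881, 2220251 or 2014108 counts. In NeuN- nuclei, the ranges were 17 to 136, 255 to 317 and 574 to 768, and on FDR alone 26 to 190, 784 to 1221 and 1613 to 2046. The seasonal counts on FDR alone fell to 37, 44 and 57 without LP-N replicates 3, 4 and 5, and to 29 and 26 without the SP-N libraries of 2017851 and 2101872 counts. The interaction counts ranged from 1 to 35 (season) and 52 to 101 (torpor).

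With the animal as a block, NeuN+ against NeuN- nuclei gave 3441, 3352 and 3455 DEGs in LP-N, SP-N and SP-T, and 5474, 5427 and 5470 genes past the FDR threshold. The interactions rose to 22 genes (season), with the 3 among them, and 125 (torpor), with 78 of the 80. The block changed the call of no other comparison. No paired analysis was possible because each animal is in 1 state for the comparisons of states within a fraction. The gene list tests, with their alternatives, and the Reactome tests were not run, since the identifiers are not paired with names.

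Other splits of the libraries exclude chance for the DEG counts between the fractions (1 of 100 splits as large in LP-N, 1 of 35 in SP-N and 1 of 35 in SP-T, the real one; the 16, 8 and 8 splits that part every animal are too few for a share under 0.05, and all but the real ones gave 0 DEGs) and for SP-T against SP-N (1 of 35 in both fractions) and SP-T against LP-N (1 of 100 in both). For season in NeuN- nuclei, 1 of 100 was as large, the real one with 103 DEGs. The largest other split gave 85, so chance can be excluded at a share under 0.05 but the margin is small. For season in NeuN+ nuclei, the 0 DEGs fix the outcome, all 100 splits being as large, and this says nothing about chance. For the number of 2 genes past the FDR threshold, 10 of 100 gave at least as many, and chance cannot be excluded for the number; this says nothing of the 2 genes themselves.

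At 1679633 to 2325748 counts per library, genes with low counts limit the tests: of the 16061 genes with a count, 8413 entered the NeuN+ and 8621 the NeuN- comparisons of states.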

Differences from the paper's values

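The fits of all 26 libraries and the counts that leave out the fold minimum together with another change were chosen after seeing the values. The paper's DEG counts are drawn in its figures and were read by eye. Between NeuN+ and NeuN- nuclei, the paper shows about 6300 in LP-N, about 5800 in SP-N and about 5900 in SP-T (Fig. 2D), and 3421, 3341 and 3460 were counted here with both thresholds. For SP-T against SP-N, the paper shows about 1200 in NeuN+ and about 1400 in NeuN- nuclei (Fig. 3G), against 258 and 316 here. For SP-T against LP-N it shows about 1900 in NeuN+ and about 2300 in NeuN- nuclei (Fig. 3G), against 435 and 695 here. For SP-N against LP-N in NeuN- nuclei, it shows about 260 (Fig. 3G), and 103 were counted here. In NeuN+ nuclei both found 0.

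Of the alternatives set before the data were examined, leaving out the fold minimum brought the counts within 1.5 times of the paper's for all of these comparisons except season, where it gave 154 in NeuN- nuclei and 2, against the paper's 0, in NeuN+ nuclei. Between the fractions, DESeq2, no low-count filter and the test against a 1.2-fold change also came within 1.5 times in all 3 states, with 4420, 4735 and 4850 in LP-N. DESeq2 size factors, the mean count of at least 50, limma-voom and the replicate block did not. For the comparisons of SP-T with SP-N and with LP-N, none of the other alternatives did, and for season in NeuN- nuclei none did. Libraries left out did not close the gap in any state comparison of NeuN- or NeuN+ nuclei. A DESeq2 fit of all 26 libraries without a fold minimum, chosen after seeing the values, gave 1182 and 1454 genes for SP-T against SP-N in NeuN+ and NeuN- nuclei, 1909 and 2425 for SP-T against LP-N, and 255 for season in NeuN- nuclei, with 2 for season in NeuN+ nuclei. Between the fractions it gave 6585, 6001 and 6187 in LP-N, SP-N and SP-T, and with the 2-fold minimum 4525, 4166 and 4319. The edgeR fit of all 26 libraries, chosen after seeing the values, came within 1.5 times with the minimum in SP-T (3950) but not in LP-N (4053) or SP-N (3819), and without it in every comparison except season in NeuN+ nuclei, where it gave 1 gene. Without a fold minimum, DESeq2 fitted per state, also chosen after seeing the values, gave 6244, 5904 and 5903 between the fractions. Fitted per fraction it gave 1442 and 2163 for SP-T against SP-N and LP-N in NeuN+ nuclei, and 187, 1216 and 2143 for the 3 comparisons in NeuN- nuclei. For season in NeuN- nuclei without a fold minimum, no low-count filter (306), the edgeR fit of all 26 libraries (225) and single libraries left out (up to 190) also came within 1.5 times. Which of the paper's own DEGs these settings drop cannot be counted, because the identifiers are not paired with names.

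Among the 20 leading genes of SP-T against SP-N in NeuN+ nuclei, the paper shows about 6 higher genes (Fig. 5A), and 3 were higher here. DESeq2 size factors, no low-count filter, limma-voom and the fit of only the states compared gave 4 each and so came within 1.5 times, as did leaving out the SP-T library of 2190526 or of 2204287 counts (5 each), or LP-N replicate 1, the SP-T library of 2049855 or the SP-N library of 2220251 counts (4 each). DESeq2 (3), the mean count of at least 50 (2) and the other libraries left out (2 or 3) did not. The DESeq2 fit of all 26 libraries, chosen after seeing the values, gave 6.

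The paper states 2 males among the SP-N animals, and 1 SP-N library of each fraction had Y-linked counts. None of the alternatives bears on this number. In LP-N and SP-T, the numbers of males and of libraries with Y-linked counts match, at 3 and 3.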

Other observations

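The simulation of shared LP-N libraries, the fit with Y-linked counts and the fits of all 26 libraries were chosen after the results were seen.

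The difference of NeuN- nuclei between SP-N and LP-N was also found between torpid animals and LP-N. Of the 103 DEGs between SP-N and LP-N, all 103 had the same direction in SP-T against LP-N, with a median log2 change of 1.59 there and 1.52 in SP-N, and 91 were DEGs in both. The paper does not report this. Because both comparisons use the same LP-N libraries, some agreement arises with no effect. In 40 simulations with SP-T libraries drawn at LP-N levels, 67.3% of the seasonal DEGs on average and at most 75.7% had the same direction, with a median log2 change of at most 0.22 (266.2 simulated seasonal DEGs on average, more than in the data). Where the seasonal change is real, shared libraries therefore account for only a part of the agreement. LP-N values low by chance would raise both comparisons alike. The simulations did not include DEGs made by such values alone, so they cannot exclude this source. In SP-T against SP-N, 6 of the 103 genes had an FDR under 0.05. A seasonal change in NeuN- nuclei that torpor leaves in place would give these values, a hypothesis found and tested on the same libraries. The paper describes transmitter surgery for animals kept in SP and names none for LP animals. If only SP animals had it, these comparisons cannot part surgery from season. Median depth of the 3 groups lay between 1976635 and 2059861.5 counts, and the labels name no batch.

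The seasonal DEGs of NeuN- nuclei could also rest on the sexes, since 3 of 5 LP-N and 1 of 4 SP-N libraries had Y-linked counts. With Y-linked counts as a covariate, 35 DEGs were left, all among the 103. All 103 genes kept their direction, with a median of 86.5% of their log2 change, and 78 stayed past 2-fold. The sexes as the whole cause are thereby excluded, while a part in the genes that lost significance remains open.

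Which fraction had more torpor genes past the FDR threshold differed between separate fits and one joint fit with edgeR. Fitted apart, 1404 genes passed the FDR threshold in NeuN+ and 1102 in NeuN- nuclei, with coefficients of biological variation of 15.3% and 20.8%. With one fit of all 26 libraries, 975 passed in NeuN+ and 1323 in NeuN- nuclei. A lower spread among NeuN+ libraries, which a joint fit averages away, is a candidate explanation of the order. It was not tested alone, since the joint fit also tested other genes, 9540 against 8413 in NeuN+ and 8621 in NeuN- nuclei. With the 2-fold minimum, NeuN- nuclei had more DEGs in both fits, 316 against 258 and 371 against 221.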
